A study of Homo sapiens with 15 samples.

How the data were processed

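The series holds 15 samples: 9 lamin B1 ChIP samples, 3 per cell line, and 6 inputs, 2 per line. Per the labels' protocols, cells were grown in medium with horse serum at 5% for MCF10A and MCF10CA1 and at 2.5% for MCF10AT1, so serum cannot be told apart from line for MCF10AT1. Cells were crosslinked with formaldehyde, sonicated and immunoprecipitated with an antibody against lamin B1. The inputs were not analysed here, and the labels do not say which input went with which ChIP sample. MCF10A replicate 3 carries a cell type label of a xenograft derivative, while its title, cell line and treatment labels name MCF10A. It was kept in MCF10A.

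The deposited file of each ChIP sample is a list of domains with chromosome, start, end and a score. The authors called the domains separately for each sample, as the deposited lists are per replicate. The labels and files name no caller, aligner, genome build or threshold. The deposited score per domain is the authors' own value, with no stated scale, and was used only to rank or filter domains within a list. All 2576 coordinates were multiples of 1 kb, and no domains of a list overlapped or touched. The coordinate step of a list was taken as the greatest common divisor of its starts and ends.

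The build was checked on the lists. Of the 1288 domains, 0 ended beyond an hg38 chromosome end. Domains covered 0.167 Mb of sequence gaps, summed over the lists, against 108 Mb expected at random. No other build was tested, so a build with similar chromosome ends and gaps is not excluded. Hg38 sequence and GENCODE release 44 annotation were then used for chromosomes 1 to 22 and X, with 19970 protein-coding genes assigned by midpoint. The lists had 0 domains on chromosome Y. Lists hold no reads, so depth is unknown, and the precision of each value comes from the spread of 3 replicates.

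Each list was turned into a vector of 1 kb bins. Number, covered length, median length, gene density and GC content were computed per list. Lines were compared with two-sided exact permutation tests over all assignments of the 9 lists to lines: an F statistic for a difference among the lines, a slope over MCF10A, MCF10AT1 and MCF10CA1, and a difference of means over 20 assignments for each pair of lines, where the smallest p is 0.1. Benjamini-Hochberg adjustment covered the 10 tests among lines and of slope. Similarity was tested with a one-sided exact permutation test over 280 partitions. Chance overlap came from 1000 random circular shifts per chromosome. Domains counted as kept when at least 50% of their length was covered. Chromosomes were tested with the same F statistic. Jaccard indices were checked against bedtools 2.31.1, with a largest difference of 0 after rounding. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

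Regions were named by a rule set before the data were examined: the 5 longest stretches, pieces less than 100 kb apart joined, in 3 of 3 MCF10A and 0 of 3 MCF10CA1 lists, the 5 longest of the reverse kind and the 3 longest in all 9 lists. Up to 4 protein-coding genes wholly inside were named, longest first; a gene and a stretch that this rule selects are not reported here. The chromosomes named were those with an adjusted p under 0.05, or else the 3 with the widest range of line means.

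Alternatives set before the data were examined were a minimum length of 1 Mb, autosomes only, joining of domains less than 500 kb apart, domains at or above the median score of their list, other overlap measures, other rules for line-specific and consensus sets, other gene counts, the replicate number as a block, and leaving out each list in turn. A minimum length of 1840 kb and a restriction to domains with GC content below that of the genome were added after the data were seen.

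The scripts were tested on simulated data. With 180 planted segments, the line-specific length was recovered exactly in 6 of 6 line pairs and directions. The segments were planted in copies of a single list, so this tests the counting and not lists that differ between replicates. In 400 simulations of 9 values without an effect, the test among lines gave p under 0.05 in 5.5% and the slope test in 6%. With a shift of 3 SD per line, the slope test did so in 100% of 200 simulations. Smaller shifts were not simulated, so the power for them is unknown.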

Results

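Lamin B1 chromatin immunoprecipitation with sequencing (ChIP-seq) was used to locate lamina-associated domains (LADs), long stretches of chromatin in contact with the nuclear lamina, in 3 human mammary epithelial cell lines that form an in vitro series of breast cancer progression. MCF10A is a nontransformed line. MCF10AT1 is a transformed, premalignant derivative of MCF10A, and MCF10CA1 is a malignant derivative of the same line obtained through a xenograft. Each line contributed 3 lamin B1 lists of domains, 1 per replicate. The question was how far the regions in contact with lamin B1 vary along the series. The 9 lists together held 1288 domains, from 37 in MCF10CA1 replicate 2 to 227 in MCF10A replicate 1. The lists carry no read numbers, so the sequencing depth behind them is unknown. In each list all coordinates were multiples of a list-specific step. The step was 16, 28 and 28 kb in MCF10A replicates 1, 2 and 3, then 19, 44 and 28 kb in MCF10AT1, and 33, 92 and 50 kb in MCF10CA1. With 3 lists per line, an exact two-sided permutation test between a pair of lines cannot go below p = 0.1.

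The number of domains was 182 ± 39.5 (SD, n = 3) in MCF10A, 154 ± 52.1 (SD, n = 3) in MCF10AT1 and 93.3 ± 53.3 (SD, n = 3) in MCF10CA1. The difference among the lines was not past the threshold of 0.05 (two-sided exact permutation p = 0.164, adjusted 0.274 over the 10 tests of the 5 measures taken per list). The slope over the order MCF10A, MCF10AT1, MCF10CA1 was -44.3 domains per line (exact permutation p = 0.05, adjusted 0.167), which is not under that threshold. MCF10CA1 differed from MCF10A by -88.7 domains, with the smallest p the test of a pair allows (exact permutation p = 0.1). MCF10AT1 differed from MCF10A by -28 domains (exact permutation p = 0.5) and MCF10CA1 from MCF10AT1 by -60.7 (exact permutation p = 0.3). Single lists moved both: the first was -58 without MCF10AT1 replicate 1 and -5.5 without MCF10A replicate 1, and the second was -30.7 without MCF10AT1 replicate 1. Among the alternatives, the restriction to domains of at least 1840 kb moved the difference between MCF10CA1 and MCF10AT1 most, from -60.7 to 15.3 domains. That length is the shortest domain in the list with the coarsest step.

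Domains covered 462 ± 117 Mb (SD, n = 3) in MCF10A, 232 ± 36.7 Mb (SD, n = 3) in MCF10AT1 and 221 ± 111 Mb (SD, n = 3) in MCF10CA1. Single lists covered from 5.22% (MCF10CA1 replicate 2) to 19.8% (MCF10A replicate 1) of the sequenced genome of chromosomes 1 to 22 and X. The difference among the lines was not past the threshold (two-sided exact permutation p = 0.0714, adjusted 0.179). The slope was -121 Mb per line (exact permutation p = 0.0321), and it failed the correction (adjusted p = 0.167). MCF10AT1 differed from MCF10A by -230.2 Mb, with every MCF10AT1 list below every MCF10A list, and p was the smallest the test allows (exact permutation p = 0.1). The difference of MCF10CA1 from MCF10A was -241 Mb (exact permutation p = 0.2) and that from MCF10AT1 was -10.9 Mb (exact permutation p = 1). The slope rested on single lists: without MCF10A replicate 1 it was -86.0 Mb per line (exact permutation p = 0.0911). The restriction to domains of at least 1840 kb gave -97.4 Mb per line (exact permutation p = 0.0714).

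The median domain length was 1868 ± 380 kb (SD, n = 3) in MCF10A, 1171 ± 325 kb (SD, n = 3) in MCF10AT1 and 2501 ± 1290 kb (SD, n = 3) in MCF10CA1. The lines did not differ beyond the spread between replicates (two-sided exact permutation p = 0.15, adjusted 0.274), and neither did the slope of 316 kb per line (exact permutation p = 0.48, adjusted 0.6). MCF10CA1 replicate 2, with a median of 3956 kb, set the high mean of its line. Without it the difference of MCF10CA1 from MCF10A changed sign, from 633 kb to -95 kb.

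**Figure D1:**
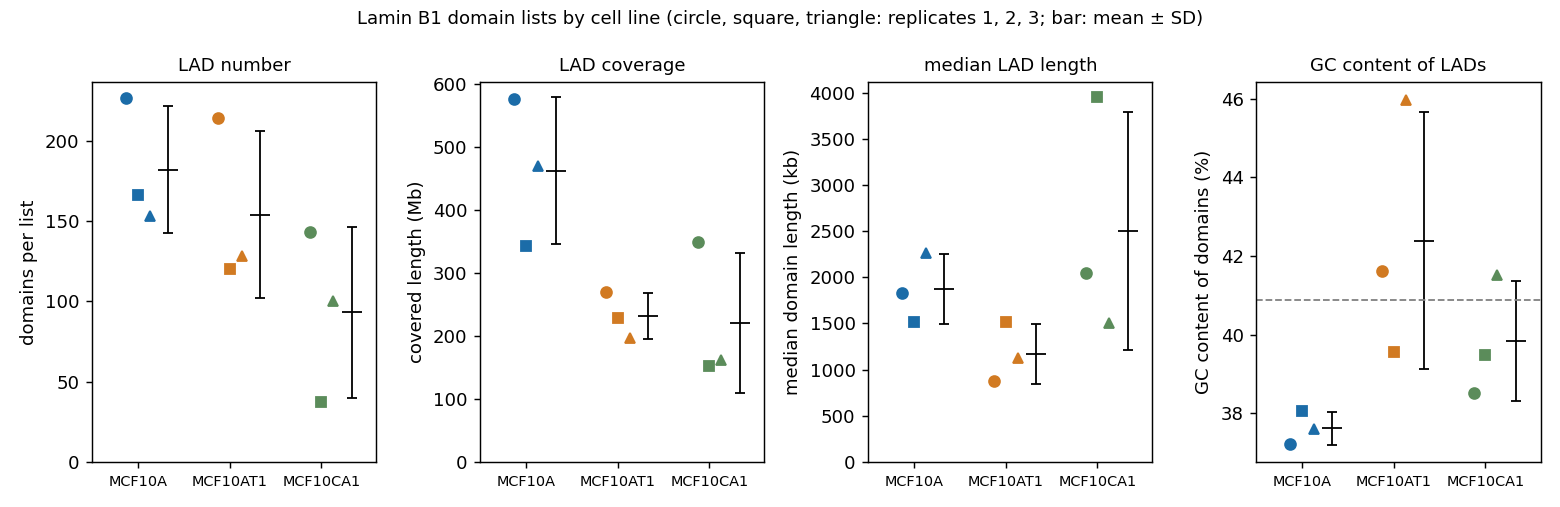
Domains per list, covered length in Mb, median domain length in kb and GC content in percent for the 9 lists, with the cell line on the horizontal axis, a circle, square or triangle for replicate 1, 2 or 3, and the mean ± SD of each line beside its points; the dashed line is the GC content of the genome, 40.9%. The 3 MCF10AT1 lists cover from 197 to 270 Mb and all lie below the 3 MCF10A lists, which cover from 342 to 575 Mb.

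The measures were then compared with the coordinate step of the lists, a property of the domain calling that differed between lists. Over the 9 lists, on log scales, the number of domains fell as the step grew (Pearson r = -0.957, two-sided exact permutation p = 9.92e-05, adjusted 0.000298 over 3 relations; Spearman rho = -0.949, exact permutation p = 0.000364). The relation held without the 2 lists farthest from the median step, MCF10CA1 replicates 2 and 3 (r = -0.929, exact permutation p = 0.00714). Covered length was related to the step less closely (r = -0.756, exact permutation p = 0.0139, adjusted 0.0208; rho = -0.729, exact permutation p = 0.0317). That relation rested on those same 2 lists, since r was -0.51 without them (exact permutation p = 0.257). Median length was not related to the step beyond chance (r = 0.625, exact permutation p = 0.0845, adjusted 0.0845; rho = 0.356, exact permutation p = 0.354). Without those 2 lists, r for median length was 0.237 (exact permutation p = 0.607). All MCF10CA1 steps were coarser than all MCF10A steps, so a within-step comparison of these lines could not be made.

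**Figure D2:**
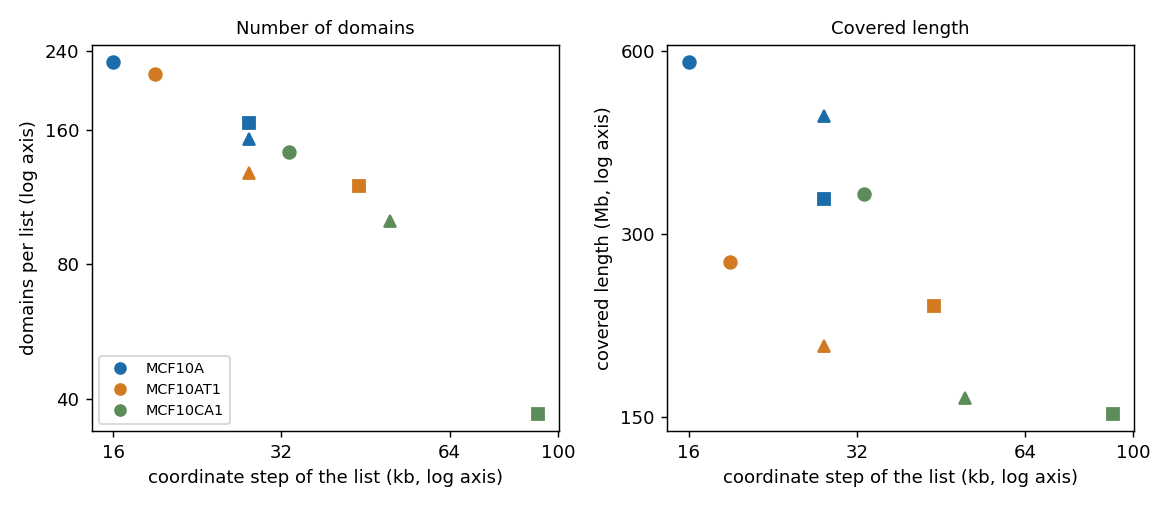
Domains per list (left) and covered length in Mb (right) against the coordinate step of the list in kb, all on log axes, with a point per list, colours for the 3 lines and a circle, square or triangle for replicate 1, 2 or 3. The number of domains falls from 227 at a step of 16 kb to 37 at a step of 92 kb.

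Overlap between lists was measured as the Jaccard index, the length shared by both lists of a pair over the length covered by either. It averaged 0.378 ± 0.136 (SD, n = 9 pairs) within lines and 0.198 ± 0.077 (SD, n = 27 pairs) between lines. The difference of 0.18 was the largest of all 280 partitions of the lists into 3 sets of 3 (one-sided exact permutation p = 0.00357, the smallest these partitions can give). Under the alternative that moved the difference most, a phi correlation of 100 kb bins, it was 0.228 with the same p (exact permutation p = 0.00357). By line, the index averaged 0.461 ± 0.101 (SD, n = 3 pairs) within MCF10A, 0.429 ± 0.139 (SD, n = 3 pairs) within MCF10AT1 and 0.245 ± 0.0631 (SD, n = 3 pairs) within MCF10CA1. Between lines, it averaged 0.205 for MCF10A against MCF10AT1, 0.213 for MCF10A against MCF10CA1 and 0.177 for MCF10AT1 against MCF10CA1. Each pair of lines, tested alone, gave the smallest p its 10 splits allow (one-sided exact permutation p = 0.1). All 36 pairs of lists overlapped more than the 95th percentile of 1000 random circular shifts of the domains along their chromosomes. For 8 of the 9 lists, the closest other list came from the same line. The exception was MCF10CA1 replicate 1, whose index was 0.345 with MCF10A replicate 3 and 0.291 and 0.271 with the lists of its own line. MCF10A replicate 3, the list with a conflicting cell type label, had an index of 0.526 and 0.344 with the other MCF10A lists and of 0.345, 0.228 and 0.153 with MCF10CA1 replicates 1, 2 and 3. No pair of lists was identical.

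**Figure D3:**
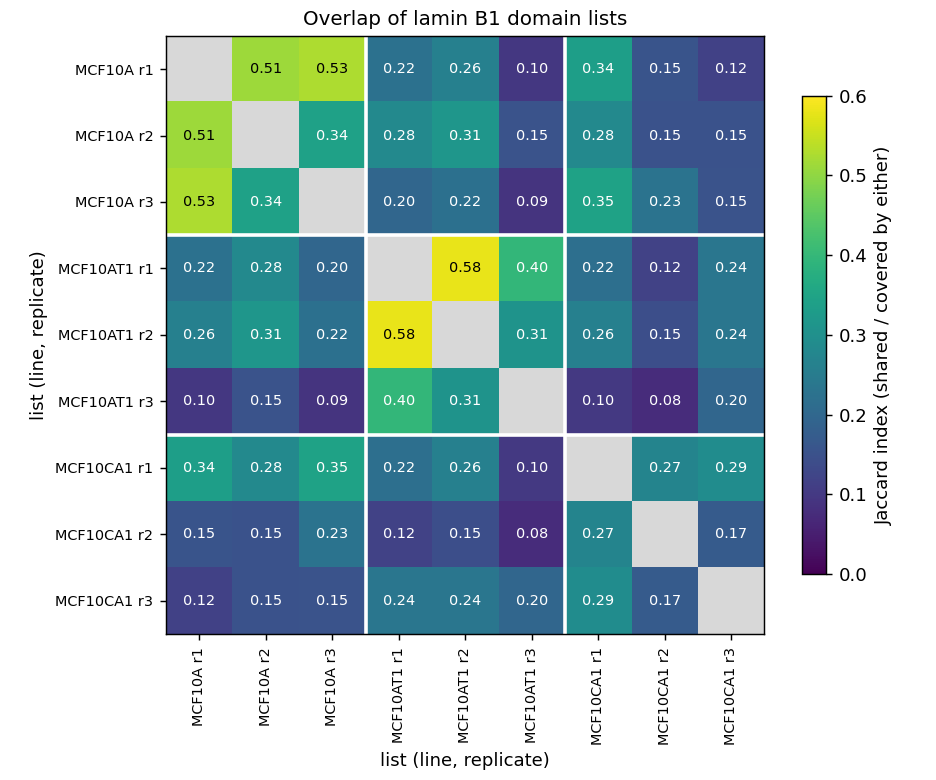
Jaccard index (colour and printed value, shared length over length covered by either list) for each pair of the 9 lists, ordered by line and replicate on both axes, with white lines between cell lines and the diagonal left grey. The index averages 0.378 within lines and 0.198 between lines.

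Lines were next compared base by base, as the length that was LAD in 3 of 3 lists of a line and in 0 of 3 lists of another. MCF10A held 108 Mb absent from MCF10AT1 and 77.6 Mb absent from MCF10CA1. In the other direction, MCF10AT1 held 21.8 Mb absent from MCF10A and MCF10CA1 held 3.28 Mb absent from MCF10A. MCF10AT1 held 37.5 Mb absent from MCF10CA1, and MCF10CA1 held 12.9 Mb absent from MCF10AT1. The total over the 6 directions was 261 Mb. A base can count in 2 directions, so such a total is not a length of distinct sequence. The rule had a strong effect on these lengths: with at least 2 of 3 lists against at most 1 of 3, the total was 1119 Mb. Since MCF10A lists covered more of the genome, their specific length was also compared at equal coverage. After the MCF10A lists were reduced to the coverage of the MCF10CA1 lists by keeping their best-scored domains, the MCF10A-specific length was 26.6 Mb and the MCF10CA1-specific length 11.1 Mb. The same reduction to the coverage of the MCF10AT1 lists left 49.9 Mb specific to MCF10A and 37.6 Mb specific to MCF10AT1.

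A consensus set was formed for each line from the bases that were LAD in at least 2 of its 3 lists. It covered 473 Mb in MCF10A, 221 Mb in MCF10AT1 and 178 Mb in MCF10CA1. The 3 sets had 53.1 Mb in common, against a mean of 2.54 Mb when domains were shifted at random. A further 153 Mb lay in the sets of 2 lines and 407 Mb in the set of 1 line. Of the 193 MCF10A consensus domains, 59 (30.6%, Wilson 95% interval 24.5% to 37.4%) had at least 50% of their length in the MCF10AT1 consensus, against 6.47% by chance. The MCF10CA1 consensus kept 45 of the 193 (23.3%, Wilson 95% interval 17.9% to 29.8%), against 5.82% by chance. The intervals cover counting error only. The last share was 6.74%, 17.1% and 13.5% without MCF10CA1 replicates 1, 2 and 3, where both remaining lists had to hold a base, and 15.4% with a consensus of 3 of 3 lists in each line. The MCF10AT1 and MCF10CA1 sets were shorter than the MCF10A set, which limits the share of MCF10A domains they can keep. In the other direction, 59.8% of the MCF10AT1 and 64.3% of the MCF10CA1 consensus length lay inside the MCF10A consensus, against 16.2% by chance. In all 9 lists, 12.4 Mb was LAD.

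Per chromosome, 0 of 23 chromosomes differed among the lines at an adjusted p under 0.05, and 7 did at an unadjusted p under 0.05 (two-sided exact permutation tests, Benjamini-Hochberg adjustment over 23 chromosomes). The smallest p a chromosome can reach in this exact test is 0.00357, which gives an adjusted p of 0.0821 for a chromosome that reaches it alone. At least 2 chromosomes at that p would be needed to pass, so the 0 says little. The mean of MCF10A was above those of both other lines on 23 of 23 chromosomes. The ranges of the line means were widest on chromosomes 1, 7 and 2. Chromosome 7, the only chromosome at the smallest p, had 30.9 ± 10.1 Mb (SD, n = 3) in MCF10A, 16.7 ± 2.23 Mb in MCF10AT1 and 5.77 ± 6.69 Mb in MCF10CA1 (exact permutation p = 0.00357, adjusted 0.0821). On chromosome 1 the means were 47.8 ± 16.7, 12.5 ± 3.37 and 16.8 ± 6.58 Mb (SD, n = 3) in the same order (exact permutation p = 0.0143, adjusted 0.117). On chromosome 2 they were 39.6 ± 13.7, 19.0 ± 3.62 and 15.6 ± 11.7 Mb (SD, n = 3; exact permutation p = 0.0714, adjusted 0.164). As a percent of each list's own LAD length, the adjusted p was 0.11 on chromosome 7, 0.175 on chromosome 1 and 0.834 on chromosome 2 (exact permutation tests), so the range on chromosome 2 went with total coverage. MCF10CA1 replicate 2 had no domain on 6 chromosomes.

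Domains of MCF10A held 1.85 ± 0.202 protein-coding genes per Mb (SD, n = 3), those of MCF10AT1 3.73 ± 3.02 (SD, n = 3) and those of MCF10CA1 2.40 ± 0.519 (SD, n = 3), against 6.59 in the genome. The genome length behind 6.59 includes 119.5 Mb of sequence gaps, which lowers that density, while the domains cover almost no gaps. The lines did not differ beyond the spread between replicates (two-sided exact permutation p = 0.596, adjusted 0.663). MCF10AT1 replicate 3, with 7.18 genes per Mb, set the high mean of its line. Without it, MCF10AT1 differed from MCF10A by 0.155 genes per Mb in place of 1.88, and MCF10CA1 from MCF10AT1 by 0.402 in place of -1.32.

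The GC content of the domains was 37.6 ± 0.419% (SD, n = 3) in MCF10A, 42.4 ± 3.27% (SD, n = 3) in MCF10AT1 and 39.8 ± 1.54% (SD, n = 3) in MCF10CA1, against 40.9% in the genome. The difference among the lines was past the threshold before correction (two-sided exact permutation p = 0.0393) and failed the correction (adjusted p = 0.167). It was also unstable, since 7 of the 9 fits that each left out a list gave an exact permutation p from 0.111 to 0.132. All 3 MCF10AT1 lists and all 3 MCF10CA1 lists lay above all 3 MCF10A lists. MCF10AT1 exceeded MCF10A by 4.76 percentage points and MCF10CA1 exceeded it by 2.22, each with the smallest p the test allows (exact permutation p = 0.1). MCF10AT1 replicate 3 was the most GC-rich list at 46.0%. Without it MCF10AT1 exceeded MCF10A by 2.97 percentage points, and without MCF10CA1 replicate 3 MCF10CA1 exceeded MCF10A by 1.38.

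Regions were named by length. Coordinates are given on hg38, the only build checked, which the domain ends fit. The labels name no build, so another build is not excluded. The longest stretch in 3 of 3 MCF10A lists and 0 of 3 MCF10CA1 lists was chromosome 1 from 187880001 to 196812000, 8932 kb at 34.7% GC. It was also outside all 3 MCF10AT1 lists. It contained 15 protein-coding genes, among them KCNT2, BRINP3 and CDC73. The next was chromosome 5 from 83760001 to 89792000, 6032 kb with 6 protein-coding genes, among them EDIL3, MEF2C, RASA1 and CCNH, which was also outside the MCF10AT1 lists. The third was chromosome 13 from 53256001 to 58968000, 5712 kb, with PCDH17 and the near-identical copies PRR20C, PRR20A and PRR20B. This stretch was covered for at least 50% of its length by 3 of 3 MCF10AT1 lists. The remaining ones were chromosome 1 from 103521001 to 107408000, which held RNPC3, PRMT6 and the paralogs AMY2B and AMY1C and was outside the MCF10AT1 lists, and chromosome X from 25456001 to 28868000, which held DCAF8L2, MAGEB10, DCAF8L1 and MAGEB6. There were 59 such stretches.

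**Figure D4:**
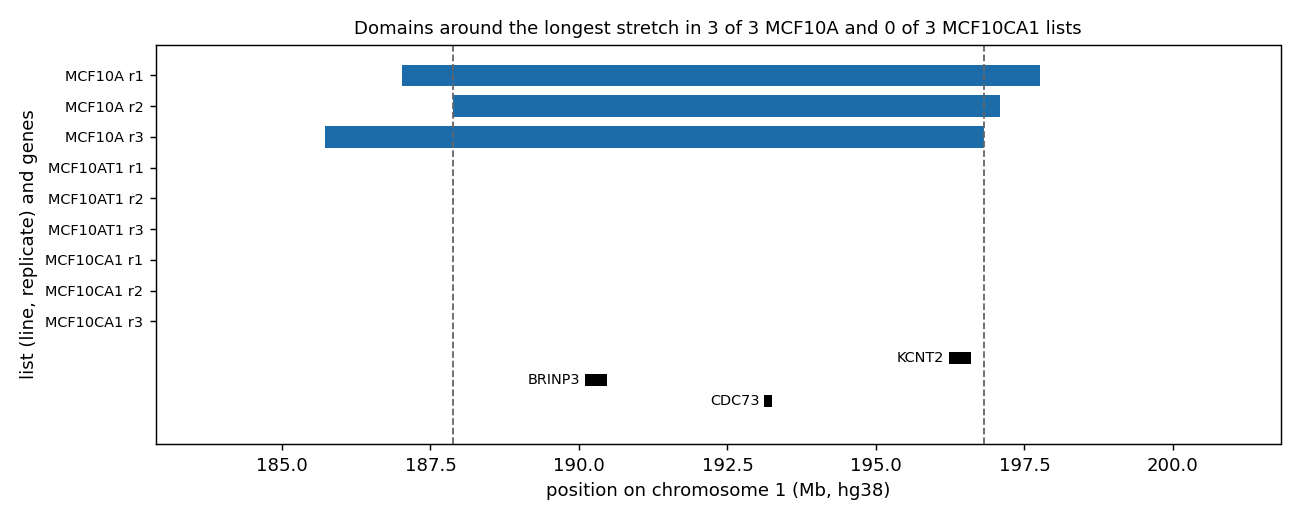
Domains of the 9 lists (bars, a row per list, coloured by line) and 3 protein-coding genes inside the stretch, KCNT2, BRINP3 and CDC73 (black), along chromosome 1, positions in Mb on hg38; dashed lines mark the stretch from 187880001 to 196812000. The 3 MCF10A lists cover the stretch, and the 6 other lists have no domain in the window drawn.

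The reverse kind, in 3 of 3 MCF10CA1 lists and 0 of 3 MCF10A lists, had 8 stretches and was shorter. Among them, chromosome 14 from 87332001 to 88250000, 918 kb, held GALC and GPR65 and was outside the MCF10AT1 lists. Shorter ones were chromosome 8 from 37072001 to 37444000, chromosome 16 from 58788001 to 58996000 and chromosome 15 from 96350001 to 96544000, with 0 protein-coding genes wholly inside each. All 9 lists shared 12 stretches. The longest were chromosome 11 from 131284001 to 133768000 (OPCML and NTM), chromosome 19 from 30360001 to 32144000 (TSHZ3) and chromosome 8 from 137340001 to 138699000 (FAM135B). Each named gene lies wholly inside its stretch, exons and introns included.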

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

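The minimum length of 1840 kb and the restriction to domains with GC content below that of the genome were chosen after the data were seen; the other alternatives were set before the data were examined. Over all alternatives, 73 lengths, shares or counts moved, 15 values reversed, 14 lost and 10 gained a p under 0.05. A length or count was taken as moved when it differed from its main value by a ratio above 1.5. Every share counted as moved lay outside the Wilson 95% interval of its main value, and every other share lay within it. Values that kept their place are not counted as stable, since tests of a pair of lines cannot go below an exact permutation p of 0.1 and leaving out a list of a line does not alter comparisons of the other lines. Where a value changed, the cause was not tested, except that looser and stricter overlap rules change lengths by construction.

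The difference in overlap within and between lines kept its direction and an exact permutation p under 0.05 under all 6 alternatives of measure, length, chromosomes and block and in all 9 fits that each left out a list, where it ran from 0.14 to 0.225. In the same fits, the difference for MCF10A and MCF10CA1 alone ran from 0.0518 (without MCF10A replicate 1) to 0.230, and that for MCF10AT1 and MCF10CA1 from 0.0916 (without MCF10AT1 replicate 1) to 0.236. Gene density did not pass the threshold under any alternative tried, which the tests of a pair of lines cannot do. With all annotated genes counted, MCF10AT1 exceeded MCF10A by 4.93 genes per Mb and MCF10CA1 exceeded it by 2.19. Each had the smallest p of a pair (exact permutation p = 0.1), and the p among lines was 0.143. With protein-coding genes wholly inside a domain, these differences were 1.73 and 0.537 (exact permutation p = 0.5 and 0.3).

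With domains of at least 1 Mb, the difference of MCF10CA1 from MCF10AT1 reversed to 0.667 domains and to 29.6 Mb, and the slope of coverage was -111 Mb per line (exact permutation p = 0.05). At 1840 kb these differences were 15.3 domains and 49.7 Mb and the slope was -97.4 Mb per line. The slope of median length became -102 kb and the difference of MCF10CA1 from MCF10A became -203 kb in median length. MCF10AT1 differed from MCF10A by -64 domains at 1 Mb and by -57.3 at 1840 kb, against -28 over all domains. Both restricted differences had the smallest p the test allows (exact permutation p = 0.1). With domains of GC content below that of the genome, the slope of coverage was -118 Mb per line (exact permutation p = 0.0631) and MCF10CA1 exceeded MCF10AT1 by 53.7 Mb. With domains at or above the median score, the test of coverage among lines gave an exact permutation p of 0.0393, the slope of median length was -80.8 kb and MCF10CA1 differed from MCF10A by -162 kb. The slope of domain number passed the threshold on autosomes (-42.3, exact permutation p = 0.0488) and with joined domains (-42.7, exact permutation p = 0.0429).

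Replicate numbers did not pair the samples by domain position: correlations of deviations between lists with the same number ran from -0.0752 to 0.18, with 2 of 9 above 0.1. In totals, replicate 1 had the most domains, the largest coverage and the finest step in 3 of 3 lines; for a single measure, chance puts the same number highest in all lines with probability 0.111. With the replicate number as a block, domain number gave an exact permutation p of 0.0278 among lines and a slope of -44.3 (exact permutation p = 0.00926), and 4 chromosomes had an unadjusted p under 0.05. The block changed no other call.

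The line-specific lengths depended on the rule. With at least 2 of 3 lists against 0 of 3, the total over all directions, where a base can count in 2, was 829 Mb. MCF10A then held 297 Mb absent from MCF10AT1 and 246 Mb absent from MCF10CA1, MCF10AT1 held 60.5 and 100.2 Mb absent from MCF10A and MCF10CA1, and MCF10CA1 held 33.2 and 91.9 Mb absent from MCF10A and MCF10AT1. With at least 2 of 3 against at most 1 of 3, the total was 1119 Mb and the lengths in the same order were 341, 359, 88.8, 155, 63.6 and 112 Mb. On autosomes, MCF10CA1 held 1.74 Mb absent from MCF10A.

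A consensus of 3 of 3 lists covered 203 Mb in MCF10A, 97.5 Mb in MCF10AT1 and 45.2 Mb in MCF10CA1, with 12.4 Mb in all 3 lines, 47.2 Mb in 2 lines and 214 Mb in 1 line, and MCF10AT1 and MCF10CA1 kept 19.2% and 15.4% of MCF10A domains. A consensus of at least 1 list covered 710.2, 377 and 439 Mb, with 132 Mb in all 3 lines and 292 Mb in 2 lines. MCF10AT1 and MCF10CA1 then kept 33.3% and 41.8% of MCF10A domains, the reverse of the order in the main consensus. Counting domains as kept from 1 bp gave 42.5% in MCF10AT1 and 30.1% in MCF10CA1, and from 80% of the length it gave 22.3% in MCF10AT1.

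Across the 9 fits that each left out a list, the slope of domain number ran from -54.5 to -30.1 per line, with exact permutation p under 0.05 in 3 fits (0.0214 without MCF10AT1 replicate 1). The difference of MCF10AT1 from MCF10A ran from -58 to -5.5 domains and that of MCF10CA1 from MCF10AT1 from -85.5 to -30.7. The slope of coverage ran from -159 to -86.0 Mb, with p under 0.05 in 5 fits, and the p among lines from 0.0286 (without MCF10CA1 replicate 1) to 0.146. The difference of MCF10CA1 from MCF10AT1 in coverage ran from -75.0 to 23.5 Mb. For median length, the p among lines ran from 0.0321 (without MCF10CA1 replicate 3) to 0.4, the slope from -97.5 to 487 kb and the difference of MCF10CA1 from MCF10A from -95 to 1133 kb. The difference of MCF10CA1 from MCF10AT1 in gene density ran from -2.41 to 0.402 per Mb. The p of GC content among lines ran from 0.0107 to 0.132, with p under 0.05 in 2 fits. The difference in GC content of MCF10AT1 from MCF10A ran from 2.97 to 6.17 percentage points, that of MCF10CA1 from MCF10A from 1.38 to 2.88 and that of MCF10CA1 from MCF10AT1 from -3.96 to -0.755.

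In the same fits, the total line-specific length ran from 265 to 477 Mb, the latter without MCF10A replicate 2. In each fit only the remaining lists had to agree, so line-specific lengths could only stay the same or grow. MCF10A held from 108 to 230.4 Mb absent from MCF10AT1 and from 77.6 to 163 Mb absent from MCF10CA1. MCF10AT1 held from 21.8 to 50.2 Mb absent from MCF10A and from 37.5 to 70.6 Mb absent from MCF10CA1. MCF10CA1 held from 3.28 to 26.8 Mb (without MCF10CA1 replicate 2) absent from MCF10A and from 12.9 to 56.1 Mb absent from MCF10AT1. A consensus still required 2 lists, so leaving out a list of a line could only keep or shorten the consensus of that line. The consensus ran from 208 to 473 Mb in MCF10A, from 100.1 to 221 Mb in MCF10AT1 and from 46.3 to 178 Mb in MCF10CA1. It ran from 24.0 to 52.3 Mb in all 3 lines, from 97.3 to 153 Mb in 2 lines and from 290.0 to 439 Mb in 1 line. The share of MCF10A domains kept ran from 16.6% to 38.5% in MCF10AT1 and from 6.74% to 36.5% in MCF10CA1. Chromosomes with an unadjusted p under 0.05 ran from 2 to 10, and 0 had an adjusted p under 0.05 in each of the 9 fits, which a chromosome alone could not reach.

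Depth could not be examined from lists without reads, so a shallow library cannot be told apart from a small list.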

Other observations

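The tests of number and coverage against the step, the separate GC tests of MCF10AT1 and MCF10CA1, the 3 tests on MCF10AT1 replicate 3 and the range over ways to match lists were chosen only after the results were seen. The separate GC tests were added after the test of GC content set beforehand had given its p; the remaining tests were set before their results were seen.

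The fall in domain number along the series went with the coordinate step. Within lines, the log number changed by -0.991 per log unit of step. After adjustment for the step, the trend over the lines had an exact permutation p of 0.846, against 0.0417 for the log number before adjustment, and the ratio of MCF10CA1 to MCF10A went from 0.451 to 1.03. The adjustment carries the slope within lines across steps that MCF10A and MCF10CA1 do not share, so it cannot separate step from line. The step stays a possible reason for the fall in number when domains of all lengths are counted. What set the step of each list is not stated, and depth, signal strength and a change in the lamina itself stay open, untested, as reasons for a coarser step.

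Lower coverage in MCF10AT1 than in MCF10A was not removed by the step: the ratio of geometric means was 0.509 before and 0.57 after adjustment, and every adjusted MCF10AT1 list stayed below every MCF10A list (exact permutation p = 0.1, the smallest possible). A coarser step as the whole cause is argued against, while input handling, depth, serum and a difference between the lines stay open as untested. For MCF10CA1 the ratio went from 0.453 to 0.716 and the lists overlapped those of MCF10A. Step and line cannot be told apart there, since every MCF10CA1 step is coarser than every MCF10A step.

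Lists of one line overlapped each other more than lists of other lines even after the Jaccard index was regressed on the ratios of step and of coverage (permutation p = 0.00357, the smallest the 280 partitions can give), which argues against unlike steps and sizes as the cause. The total line-specific length was matched by 1 of 100 drawn partitions, the real one; the next longest total was 176 Mb against 261 Mb. By contrast, 6 of 100 partitions, the real one included, gave at least as many chromosomes with an unadjusted p under 0.05. The median over the 100 partitions was 0 chromosomes and the highest number was 11. The 7 chromosomes are thus high among the partitions, yet not rare enough to pass a threshold of 0.05. A line-specific set of positions is a hypothesis that these tests leave standing, together with copy number and input differences between the lines, which were not tested.

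The excess of MCF10A-specific over MCF10AT1-specific length shrank from a ratio of 4.94 to 1.33 when MCF10A lists were reduced to equal coverage by score. This met the limit of 1.5 set beforehand, although the ratio ran from 1.20 to 1.54 over the 6 ways to match the lists by coverage. Against MCF10CA1 the ratio went from 23.7 to 2.41, and from 1.86 to 5.56 over the 6 ways, above that limit in each. The starting ratio of 23.7 depended on single lists. The MCF10A-specific and MCF10CA1-specific lengths were 80.7 and 26.8 Mb without MCF10CA1 replicate 2, where only the remaining lists had to agree. They were 80.5 and 9.33 Mb without replicate 3, and 122 and 3.61 Mb without replicate 1. Both reductions by score assume that a smaller list would keep its best-scored domains, and the scale of the score is not stated. List size and a loss of domains therefore cannot be told apart for either pair. A reduction to random domains, also set beforehand, was dropped because it breaks the agreement of the 3 lists by construction.

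For GC content, the test set beforehand asked whether the difference among lines outlasts adjustment for the step. Its exact permutation p went from 0.0393 to 0.05, which is on the threshold and leaves the question undecided for the 3 lines together. Taken separately, MCF10AT1 exceeded MCF10A by 4.84 percentage points after adjustment (SD within lines 2.09), and not all MCF10AT1 steps are coarser than those of MCF10A, which argues against the step for this pair. Within lines, GC content changed by -0.375 points per log unit of step (SE 2.19), which establishes no direction, while the whole MCF10AT1 difference would need a slope of 22.9. MCF10CA1 exceeded MCF10A by 2.22 points before and 2.53 after adjustment, with every MCF10CA1 list above every MCF10A list. The slope of 2.67 that the whole difference would need lies within 2 SE of the measured one. Step and line cannot be told apart for this pair. Bins of 100 kb were divided into 10 classes of equal number by GC content. The share of the most AT-rich class inside domains was 51.2 ± 16.2% (SD, n = 3) in MCF10A, 9.67 ± 7.50% in MCF10AT1 and 8.63 ± 11.3% in MCF10CA1; for the most GC-rich class it was 2.10 ± 1.18%, 13.4 ± 9.39% and 2.04 ± 1.89%. Single lists weigh heavily on these means: the GC-rich share was 12.5%, 4.46% and 23.2% in MCF10AT1 replicates 1, 2 and 3, and the AT-rich share was 21.6%, 2.63% and 1.63% in MCF10CA1 replicates 1, 2 and 3.

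MCF10AT1 replicate 3 stood apart, with 82.0% of its domains above the GC content of the genome. It held 7.18 protein-coding genes per Mb, against 6.59 in the genome with sequence gaps counted in the length, which lowers the genome value. It was 7.92 percentage points above the more GC-rich of the 2 MCF10A lists with the same step, which argues against the step. Recovery of GC-rich fragments alone would raise GC-rich chromosomes too, but chromosomes 16, 17, 19 and 22 were covered at 0.376 of the length predicted from GC content (bootstrap 95% range 0.144 to 0.666). A sample of another of the 3 lines is argued against by overlap: its lowest Jaccard index with an MCF10AT1 list exceeded its highest with any other line by 0.111. Weak enrichment, input handling and a sample from outside the series stay open and untested, as does a biological difference, for which the other MCF10AT1 lists gave 2.46 and 1.55 genes per Mb.

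The stretches in 3 of 3 MCF10AT1 lists and 0 of 3 MCF10A lists had 45.3% GC, against a mean of 40.8% for random shifts, and none of 1000 shifts was as GC-rich (permutation p = 0.001, the smallest these shifts can give). The reverse stretches had 36.4%, against 41.4% for shifts. Since the MCF10AT1 lists are more GC-rich than the MCF10A lists to begin with, this outcome was largely fixed, and the test adds no evidence beyond the GC content of the lists. No biological explanation was tested.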
